A study of Daphnia magna with 12 samples.

How the data were processed

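Daphnia magna is a small freshwater crustacean whose females reproduce clonally. RNA was measured by sequencing in 12 libraries from females of 1 clone, GB-EL75-69, housed singly. The tissue is labelled as whole body, somatic. The labels place 4 libraries in each of 3 groups: young reproducing females aged 20 days, old females aged 130 to 170 days that were reproducing, and old females of that age range that had stopped reproducing. Each library was assigned to its group and replicate number from its title. Per the labels' protocols, RNA was extracted with a Qiagen RNeasy kit and libraries were made with a directional NEBNext Ultra II kit. The labels and file headers do not state the aligner, the counting program, the genome assembly or whether counting used the strand. Libraries are numbered in the labels in 1 block per group, so an effect of preparation order and an effect of group cannot be told apart.

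The authors deposited raw read counts per gene model for each library, per the file headers, and these counts were the input of the tests. They also deposited RPKM values, reads per kilobase of gene model per 1000000 reads. Dividing the counts by the library total and by 1 whole-number length per gene gave the deposited RPKM values to within 1.26e-06 percent, so the RPKM table carries the same reads scaled by library totals and gene lengths. The lengths recovered in this way ranged from 105 to 48741 nucleotides, with a median of 1481. For 1 gene the RPKM table holds no value. Every one of the 21456 gene models listed had at least 1 read in some library. No column of either file was left without a sample.

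Total counts ranged from 16015869 to 25659597 per library. At such depths counting error is small for all but the least abundant genes, and the spread between animals sets the precision. The floor of 3 counts used below covers counting error only, because reads without molecular identifiers are not independent molecules. Before replicates were averaged they were compared. All 18 pairs of libraries within a group differed by more than sampling noise, with a chi-square per degree of freedom of at least 83.4, so each library was counted as a separate sample.

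Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the 3 groups, which left 10987 of 21456 gene models and at least 99.75% of the counts of each library. Library sizes were scaled by TMM factors. A quasi-likelihood negative binomial model with 1 mean per group was fitted to all 12 libraries together, with robust estimation and no covariate. Each of the 3 pairs of groups was compared by a two-sided quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over the 10987 genes. A gene is termed called where its adjusted p was under 0.05. The common biological coefficient of variation was 0.456. Standard errors of log2 changes were taken as the absolute log2 change divided by the square root of the F statistic. Normalised counts per 1000000 (CPM) were computed from the TMM-scaled library sizes.

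The pull of old reproducing females toward young ones was measured in 2 ways. The reversal share is the percentage of genes called between old non-reproducing and young females for which the old reproducing mean lay on the young side of the old non-reproducing mean. Its 95% interval is a Wilson interval over genes, which are not independent, and covers neither counting error nor the spread between animals. Both differences in this share use the old non-reproducing libraries, so libraries were also simulated from the fitted means and dispersions with the old reproducing group unchanged from the old non-reproducing group, in 20 draws. For the overlap between the old groups, 20 further draws left both of them unchanged from young. Genes were drawn independently in all these simulations, so their ranges leave out variation that genes share within a library. The position score places each library on an axis from the young mean (0) to the old non-reproducing mean (1). For each of the 36 ways to take 2 young and 2 old non-reproducing libraries, the 500 genes with the largest limma-trend moderated statistic (limma 3.58.1) on log2 CPM (prior count 2) defined the axis, and libraries outside that choice were scored on it. Positions were compared by two-sided exact permutation tests over 70 arrangements.

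Genes are described individually by a rule. In each comparison these are the 3 genes that rose most and the 3 that fell most by log2 change among called genes with a mean of at least 10 CPM and no overlap between the libraries of the 2 groups. The files do not pair their gene IDs with names, and none of the IDs matched the reference table of gene names, so at most 2 IDs are given in each direction and no gene is named. Tests of 16 functional gene sets, among them lipid metabolism, digestive peptidases and a germline set, had been planned for each comparison. They rest on gene product names and were not run. No genome was used here, so positions, GC content and near-identical copies of genes were not analysed. Changes of genes that share reads with a copy or with an overlapping gene model are uncertain.

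The tests were tried on simulated data. Counts were drawn for the 10987 genes with 200 of them changed by known amounts. The changed genes were taken from those above a minimum mean count, so the share called does not cover the least abundant genes. The edgeR test called 69.5% of the changed genes, 2.80% of its calls were unchanged genes, and the slope of fitted on true log2 changes was 1.02. With no gene changed it called 0 genes in each comparison. In a separate simulation with more genes changed, a position simulated at 0.5 was recovered as 0.499. The reversal share in that simulation was 99.6% over 898 genes.

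The tests, groups, thresholds, the rule for individual genes and most alternatives were fixed before the data were examined. Alternatives were other scalings (DESeq2 size factors and upper-quartile factors), DESeq2 1.42.0 in place of edgeR, other filters on low counts, a fit to only the 8 libraries compared, the replicate number as a block, an adjusted p of 0.01, a minimum log2 change of 1, limma-trend on log2(RPKM + 1) and log2(RPKM + 0.1), axes of 200 and 2000 genes, and leaving out each library in turn. Added after the data were seen were 1 surrogate variable as a covariate (sva 3.50.0), removal of a gene length trend from each library, 1 gene model per set of models with proportional counts, a fit without the 10 most abundant genes, and positions without each young or old non-reproducing library.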

Results

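Gene expression was compared between young reproducing, old reproducing and old non-reproducing females of 1 Daphnia magna clone, with 4 libraries in each group. Young females were 20 days old and both old groups were 130 to 170 days old. Total counts averaged 19818241 ± 3981065 in young, 20542825 ± 4104278 in old reproducing and 21305646 ± 2621159 in old non-reproducing libraries (SD, n = 4 each), and ranged from 16015869 to 25659597 over the 12 libraries. Reads were found for 15002 ± 800 gene models in young, 15765 ± 654 in old reproducing and 15592 ± 293 in old non-reproducing libraries (SD, n = 4 each). The 10 most abundant genes of a library held 21.5 ± 1.67% of the counts in young, 17.1 ± 1.72% in old reproducing and 15.3 ± 3.69% in old non-reproducing females (SD, n = 4 each). In a principal component analysis of log2 CPM the first component carried 41.3% of the variance, the next 20.2% and the one after it 11.6%. The median standard deviation of a gene within a group was 0.41 log2 units in young, 0.30 in old reproducing and 0.37 in old non-reproducing libraries.

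The first comparison, of old non-reproducing with young females, spans age and reproductive state together, since the young females were reproducing and there was no young non-reproducing group. Of the 10987 genes tested, 1317 (11.99%) were called by edgeR's quasi-likelihood test at an adjusted p under 0.05. Of these, 849 were higher and 468 lower in old non-reproducing females. At an unadjusted p under 0.05 there were 1655 higher and 1739 lower genes, where uniform p-values would give 549 genes in all. The excess of higher genes was thus seen among called genes only. The median absolute log2 change of the called genes was 1.94, and 1.93 with the 40 genes that lay at or under 3 counts in every library of one group set to their bounds. At least 16-fold differences were fitted for 124 higher and 25 lower genes, and with the bounds in place for 111 and 23. In 979 of the called genes the libraries of the 2 groups did not overlap. Over all tested genes such separation was seen in 13.8%, against 2.86% by chance. The stricter adjusted p of 0.01 gave the largest change as a ratio, to 307 genes, and DESeq2 the largest in number, to 2618. At an adjusted p of 0.05 the alternatives ranged from 470 genes, in a fit to only the 8 libraries compared, to that number with DESeq2.

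The balance between higher and lower genes in this comparison varied with the alternative and with single libraries. With limma-trend on log2(RPKM + 1), which differs in scaling, test and pseudocount, 592 genes were higher and 62 lower. Within edgeR, upper-quartile factors gave 688 higher and 544 lower genes. Leaving out old non-reproducing replicate 4 left 530 called genes with 41 lower, the fewest lower calls of the 12 fits that each left out 1 library. Leaving out young replicate 2 left 517 called genes with 64 lower, and leaving out young replicate 4 left 627 with 81 lower. Without old non-reproducing replicate 2 there were 710 called genes with 88 lower, and without old non-reproducing replicate 3 there were 686 with 143 lower. Without young replicate 3 the count rose to 2047, with 1169 lower genes. Without young replicate 1 there were 883 lower genes among 1883. The other 5 fits gave 938 to 1457 called genes, with 209 to 563 lower.

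Among called genes of at least 10 CPM whose libraries did not overlap between the groups, augustus_masked-000018F-processed-gene-8.3 rose most, and had 0.371 ± 0.137 CPM in young and 1357 ± 1168 CPM in old non-reproducing females (SD, n = 4 each). Its log2 change was 11.83 (SE 1.83, adjusted p = 0.00355 by edgeR). The level was uneven within the old non-reproducing group, at 4.59 CPM in replicate 1 and 892, 2713 and 1817 CPM in replicates 2, 3 and 4. Old reproducing females had 0.994 ± 1.27 CPM (SD, n = 4), with 2.88 CPM in replicate 4. For augustus_masked-000035F-processed-gene-1.44 every young library held 3 counts or fewer. Old non-reproducing females averaged 145 ± 158 CPM (SD, n = 4), at least 883-fold higher than the mean level that 3 counts in each young library would give (adjusted p = 0.00409 by edgeR). Replicate 1 again had the lowest level, 1.38 CPM, against 311, 17.8 and 248 CPM in replicates 2, 3 and 4. The gene ranked after these under the same limits had a log2 change of 10.29 (SE 2.22, adjusted p = 0.0170 by edgeR), with 10.2 CPM in old non-reproducing replicate 1 and at least 1846 CPM in the other three. It was no longer called without young replicate 2 or at an adjusted p of 0.01.

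Of the genes that met the same abundance and separation limits, maker-000028F-snap-gene-5.63 fell most, while fitted falls of less abundant or overlapping called genes reached -8.28. It had 37.9 ± 15.9 CPM in young, 0.609 ± 0.197 CPM in old reproducing and 0.813 ± 0.458 CPM in old non-reproducing females (SD, n = 4 each). Its log2 change was -5.52 in old non-reproducing females (SE 0.45, adjusted p = 9.85e-05 by edgeR) and -5.93 in old reproducing females (SE 0.46, adjusted p = 0.000119 by edgeR). All 8 old libraries lay below all 4 young ones. The gene augustus_masked-000000F-processed-gene-11.33 fell by 4.09 on the log2 scale (SE 1.03, adjusted p = 0.0315 by edgeR). Its young libraries ranged widely, with 5.31, 56.8, 3.10 and 30.4 CPM in replicates 1 to 4, against 1.41 ± 0.659 CPM in old non-reproducing females (SD, n = 4). Its call was not stable. It failed the adjusted threshold without young replicate 2 (log2 change -3.21) or 4, without each of old non-reproducing replicates 1 to 4, in the fit to 8 libraries, with the replicate block, with no filter on low counts, at an adjusted p of 0.01 and on both RPKM scales. A further gene of this list, with a log2 change of -3.99 (SE 0.97, adjusted p = 0.0278 by edgeR), had 61.9 and 35.3 CPM in young replicates 2 and 4 and 4.63 and 4.15 CPM in young replicates 1 and 3. It lost its call under the same alternatives, except without old non-reproducing replicate 3.

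**Figure D1:**
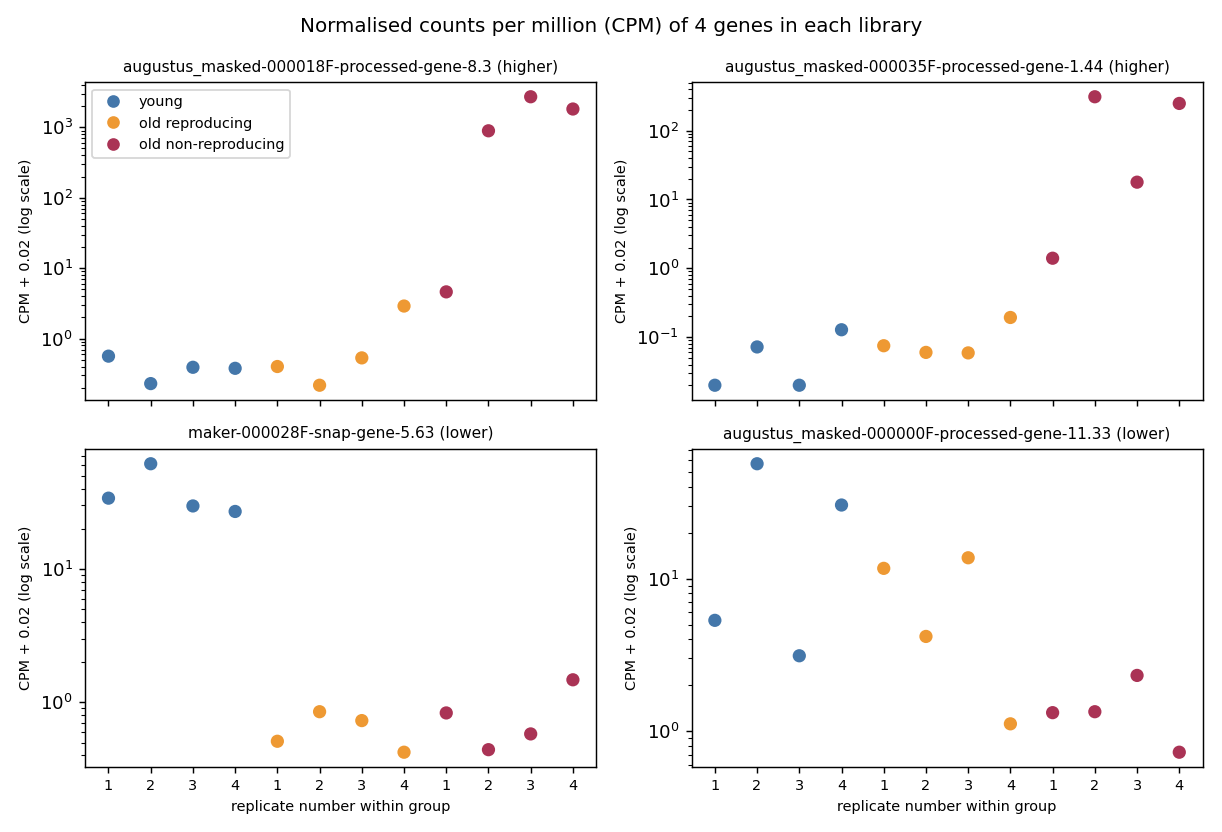
Normalised counts (CPM) plus 0.02 (log axis) of the 2 genes that rose most and the 2 that fell most between young and old non-reproducing females among called genes of at least 10 CPM with no overlap between the groups, 1 point per library, coloured by group. Old non-reproducing replicate 1 lies at 4.59 and 1.38 CPM in the risen genes, far below replicates 2 to 4, while maker-000028F-snap-gene-5.63 separates the 4 young from all 8 old libraries.

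The second comparison, of old reproducing with young females, measures the change with age in animals that were reproducing. It called 316 genes (2.88% of those tested) by edgeR's quasi-likelihood test, of which 308 (97.5%) were higher and 8 lower in old reproducing females. The median absolute log2 change of the called genes was 1.45, and the same to 2 decimals with the 19 genes at or under 3 counts in every young library set to their bounds. At an unadjusted p under 0.05 there were 976 higher and 469 lower genes, where uniform p-values would give 549 genes in all. Leaving out 1 library at a time gave 194 to 305 called genes, the lowest without old reproducing replicate 3. DESeq2 called 602 genes, 518 higher and 84 lower.

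Fitted rises of called genes reached 6.92 in this comparison. Among those of at least 10 CPM whose libraries did not overlap between the groups, the gene with the largest rise had 1.48 ± 0.817 CPM in young, 69.98 ± 58.1 CPM in old reproducing and 54.0 ± 12.03 CPM in old non-reproducing females (SD, n = 4 each), a log2 change of 5.53 between old reproducing and young (SE 0.75, adjusted p = 0.00299 by edgeR). The next 2 genes under these limits were higher in old reproducing than in old non-reproducing females. One had 6.28 ± 4.05 CPM in young, 269 ± 405 CPM in old reproducing and 16.01 ± 10.6 CPM in old non-reproducing females (SD, n = 4 each; log2 change 5.42, SE 1.08, adjusted p = 0.0205 by edgeR between old reproducing and young). Its old reproducing mean was carried by replicate 1, with 875 CPM against 59.5 to 70.3 CPM in the other replicates. The other had 3.75 ± 2.08, 28.4 ± 16.8 and 4.31 ± 2.19 CPM in young, old reproducing and old non-reproducing females (SD, n = 4 each; log2 change 2.92, SE 0.57, adjusted p = 0.0173 by edgeR between old reproducing and young). Neither of these was called between the old groups. DESeq2 gave the first no adjusted p against young (log2 change 5.39), so it neither called nor rejected it. The first was no longer called with no filter on low counts, in the fit to 8 libraries, with the replicate block, at an adjusted p of 0.01, or without young replicate 1, 3 or 4. The other lost its call at an adjusted p of 0.01 or without young replicate 1, 3 or 4. After maker-000028F-snap-gene-5.63, the genes under these limits that fell most in old reproducing females had log2 changes of -1.89 (SE 0.30, adjusted p = 0.00542 by edgeR) and -1.43 (SE 0.31, adjusted p = 0.0293 by edgeR). The latter was no longer called at an adjusted p of 0.01, without any 1 of the young libraries, or without old reproducing replicate 2, 3 or 4.

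The third comparison, between the 2 old groups, asks whether reproduction in old females goes with another expression level at the same age. It called 0 genes by edgeR's quasi-likelihood test, the smallest adjusted p being 0.150. At an unadjusted p under 0.05 there were 886 genes, 562 higher and 324 lower in old non-reproducing females, where uniform p-values would give 549. The libraries of the 2 groups did not overlap in 4.23% of the tested genes, against 2.86% by chance. This count rested on old non-reproducing replicate 1. Without that library 327 genes were called, 273 higher and 54 lower in old non-reproducing females, while leaving out any other single library gave 0. DESeq2 on all 12 libraries called 317 genes, 282 higher and 35 lower, of which 221 were also among the 327.

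**Figure D2:**
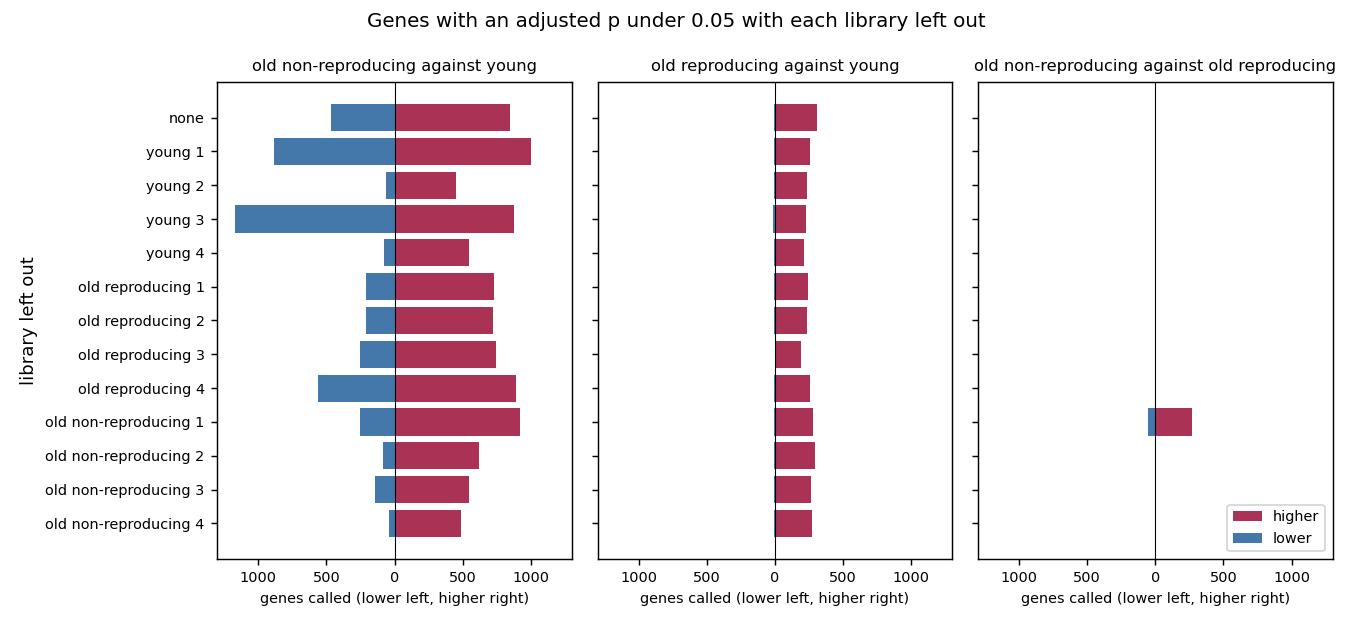
Number of genes with an adjusted p under 0.05 by edgeR in each comparison, with all libraries (top bars) and with each of the 12 libraries left out; bars to the right count higher genes and bars to the left lower genes. Between the old groups calls appear only without old non-reproducing replicate 1 (273 higher and 54 lower), and the lower calls against young shrink from 468 to 41 without old non-reproducing replicate 4 and to 64 without young replicate 2.

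The series title speaks of a return of changes with age toward the young state in old females that reproduce, which was examined over the 1317 genes called between old non-reproducing and young females, groups that differ in age and in reproductive state. In 1199 of them, 91.0% (95% Wilson interval 89.4 to 92.5%), the old reproducing mean lay on the young side of the old non-reproducing mean. Simulated old reproducing libraries that were unchanged from the old non-reproducing group gave 63.2% on average and 61.4 to 64.8% over 20 draws, because both differences share the old non-reproducing libraries. These draws took genes as independent and called 1918 to 2046 genes between old non-reproducing and young, so their setting differs from the data. The share was 86.3% among higher and 99.6% among lower genes. The median ratio of the fitted change in old reproducing to that in old non-reproducing females was 0.594 (interquartile range 0.403 to 0.837), against 0.920 on average in the simulations. In 40 genes the old reproducing mean passed beyond the young mean, and in 118 it lay beyond the old non-reproducing mean. Of the 1199 genes, 435 had an unadjusted p under 0.05 between the old groups and 0 passed the adjusted threshold. The alternative that moved the share most, limma-trend on log2(RPKM + 0.1), gave 79.9%.

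Of the genes called against young, 305 were called in both old groups, all in the same direction, and 11 only in old reproducing females. Over all tested genes the log2 changes of the 2 old groups against young had a Pearson r of 0.740. This correlation is across genes, which are not independent replicates, and the groups share the young libraries. With both old groups simulated as unchanged from young, r averaged 0.503 (0.489 to 0.540 over 20 draws) and 0 genes were called in both. Genes were independent in these draws, so this range is too narrow to exclude shared libraries as the source of r.

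**Figure D3:**
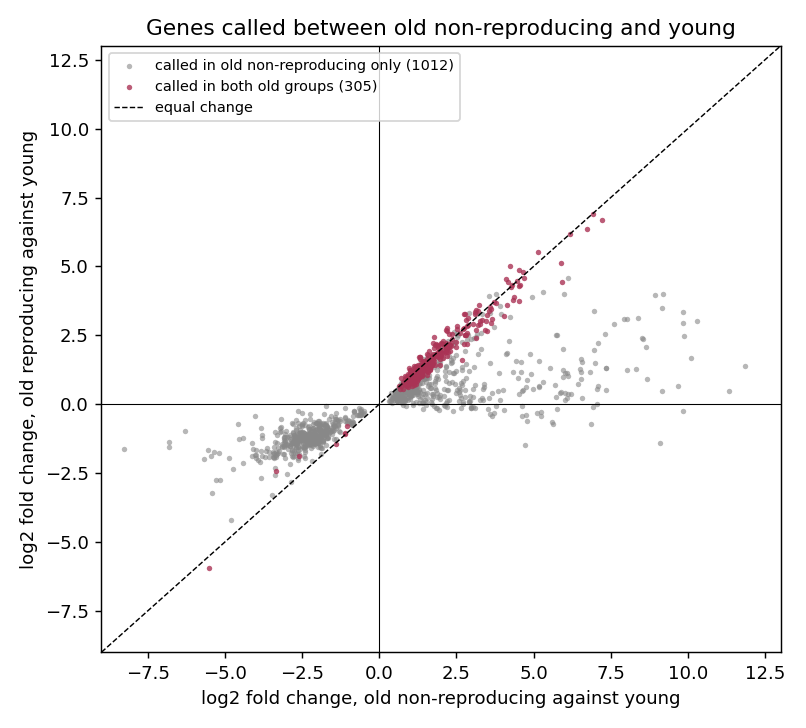
Fitted log2 changes against young of the 1317 genes called between old non-reproducing and young females, with the change in old non-reproducing females on the horizontal axis and in old reproducing females on the vertical axis; red points are the 305 genes called in both. Most points lie between the horizontal zero line and the dashed line of equal change, with a median ratio of 0.594.

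On the axis from young (0) to old non-reproducing (1), old reproducing libraries lay at 0.528 ± 0.236 (SD, n = 4), with 0.368, 0.452, 0.413 and 0.878 in replicates 1 to 4. Old non-reproducing libraries varied by an SD of 0.403 around 1 and young libraries by 0.137 around 0 (n = 4 each). Each of these libraries was scaled by the mean of a held-out pair that included it, which draws it toward 1 or 0. Old reproducing libraries were not drawn in this way, so these SDs are understated beside theirs. Old non-reproducing replicate 1 lay at 0.412 and replicates 2 to 4 at 1.12, 1.14 and 1.33. The value of 0.412 falls among those of the old reproducing libraries, but it was drawn toward 1 and theirs were not. The score therefore does not settle whether replicate 1 lies within their range. The difference between old reproducing and old non-reproducing positions, -0.472, did not exceed the spread (two-sided exact permutation p = 0.114, adjusted over 2 tests 0.114). Old reproducing and young positions did not overlap, with an exact permutation p of 0.0286, the smallest that 70 arrangements allow (adjusted 0.0571). Both tests treat the scores of the groups as exchangeable, which the scaling breaks, so their p-values are approximate. Single libraries decided the score. Without old non-reproducing replicate 1 the old reproducing mean was 0.232. Without old non-reproducing replicate 4 it was 1.08, on the far side of the old non-reproducing mean. In these fits each remaining old non-reproducing library is placed at exactly 1 by the scaling. The group then has no spread, so a permutation test decides nothing.

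**Figure D4:**
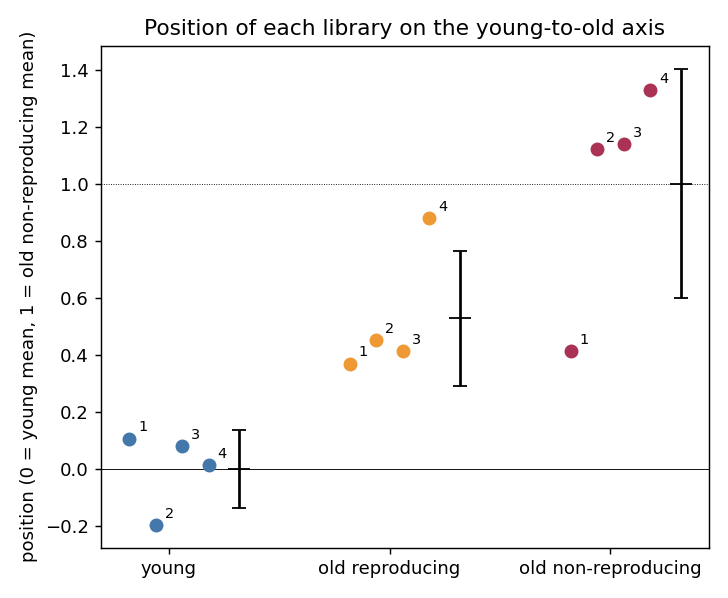
Position of each library on the axis from the young mean (0) to the old non-reproducing mean (1), with replicate numbers beside the points and the mean and SD of each group of 4 in black. Old reproducing replicate 4 lies at 0.878 and old non-reproducing replicate 1 at 0.412, each away from the other libraries of its group. The scaling draws young libraries toward 0 and old non-reproducing libraries toward 1, but not old reproducing libraries.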

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

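In these results the test for depth and the test for a shift of the whole library were set before their outcomes were seen, and the tests for carry-over, exchanged labels and the depth of old non-reproducing replicate 1 were chosen afterwards. Single samples were compared with the rest of their group of 4 by Dixon's ratio, the gap to the nearest sample over the whole range, for 5 library measures and 11 genes. Of 48 groups of values, 6 had a sample past the 95% limit, where about 1 in 20, or 2.4, is what chance gives.

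Old reproducing replicate 4 stood apart from the other 3 libraries of its group in 3 values. Its position on the young-to-old axis was 0.878, against 0.368 to 0.452 (ratio 0.836). The most abundant gene of the whole data set held 4.15% of its counts, against 6.93 to 7.38% (ratio 0.863). The gene augustus_masked-000035F-processed-gene-1.44 was somewhat higher in it, at 0.173 CPM (ratio 0.847), but no old reproducing library held more than 3 counts of that gene, so this value is within counting error. This library had the fewest counts of all. With every library thinned to its total, its position was 0.877 and still above the other 3, which argues against low depth. Carry-over from an old non-reproducing library may raise such a library, and was tested on the 142 genes called with a log2 change of at least 4 between old non-reproducing replicates 2 to 4 and young. A carried share of 1 source adds that share to every gene, and the animal's own expression can only add to it, so genes that stayed low cap the share. The largest share that 90% of the genes with enough counts in the source allow, within counting error, was 2.01%, 0.938% and 1.25% for replicates 2, 3 and 4. Removing it left a median log2 rise over young of at least 2.15 of 2.54, which argues against carry-over from 1 of these libraries as the main source. A difference between the animals remains open and untested.

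In old non-reproducing replicate 1 the gene with the third largest rise among those of at least 10 CPM that separate the groups had 10.2 CPM, against 1846 to 3131 CPM in the other replicates (ratio 0.908). The same held for the strongly raised genes as a set. When genes were chosen without a given library, as called with a log2 change of at least 4 over young, the median log2 rise of the left-out library was 1.01 in replicate 1 (142 genes), and 4.49, 6.21 and 5.82 in replicates 2, 3 and 4 (110, 86 and 80 genes). For the 142 genes chosen without replicate 1, old reproducing replicate 4 had a median rise of 2.54, and old reproducing replicates 1 to 3 had 0.36, 0.02 and 0.37. Low depth is argued against, since replicate 1 had 23324131 counts, the most of its group and 1.33 times the fewest. An exchange of labels between this library and old reproducing replicate 4 may also give this pattern. With these exchanged, 338 genes would be called between the old groups, against 0 as labelled, and this was the only one of the 35 splits of the 8 old samples with any call. The split was singled out by the expression values it would explain. All females are of 1 clone and 1 age range, so no marker independent of expression separates the groups, and an exchange cannot be told apart from females that differed within their groups. All comparisons above keep the labels as given.

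Among young libraries, replicate 4 had 4.02 CPM of the same gene, against 0.476 to 0.629 CPM in the others (ratio 0.880). Its 112 counts lie far above counting error, and no test was run on this single value. In old reproducing replicate 1, the gene ranked second by its rise over young under these limits had 875 CPM, against 59.5 to 70.3 CPM (ratio 0.938). A shift of the whole library is a possible explanation that the counts argue against: only 1 gene of at least 10 CPM was at least 8 times higher in this library than in every other, while young replicate 1 had 18 such genes. No biological explanation was tested for either value.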

How the results depend on the processing

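The number of genes called between old non-reproducing and young females moved by over 1.5 times under many alternatives. It was 2618 with DESeq2 (1296 higher and 1322 lower), 875 with no filter on low counts, 737 with at least 10 counts in every library, 470 in a fit to the 8 libraries compared, 307 at an adjusted p of 0.01, 654 on log2(RPKM + 1) and 776 on log2(RPKM + 0.1). Fits that each left out 1 library gave 517 to 2047, the lowest without young replicate 2 and the highest without young replicate 3. Of the 517 genes, 494 were among the 1317. DESeq2's calls included 1315 of the 1317. The number stayed within 1.5 times under DESeq2 size factors, upper-quartile factors, the minimum log2 change, and the 4 added alternatives, from 1095 to 1358. The higher share, 64.5% as reported, was 55.8% with upper-quartile factors, 49.5% with DESeq2, 87.9% in the fit to 8 libraries and 90.5% on log2(RPKM + 1). The cause of these shifts was not tested, except that the stricter threshold and the stricter filter leave fewer genes by construction.

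Between old reproducing and young females the count was 602 with DESeq2, 189 in the fit to 8 libraries, 128 at an adjusted p of 0.01 and 194 to 305 with 1 library left out. Higher genes were at least 86.0% of the calls in every alternative. On log2(RPKM + 0.1) the median log2 change of all genes was 0.11 in this comparison and -0.11 between the old groups, so changes on that scale are relative to these shifts. Between the old groups DESeq2 called 317 genes and gave no adjusted p for 737. Fits that left out 1 library gave 0 to 327. The 327 appeared only without old non-reproducing replicate 1. Other alternatives without a block gave 0, with 584 to 1293 genes at an unadjusted p under 0.05.

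The reversal share as reported compares with 61.4 to 64.8% in simulations without a difference between the old groups, and these were not repeated under the alternatives. It was 92.6% with DESeq2 size factors, 88.9% with upper-quartile factors, 88.1% in fits to 8 libraries, 89.3% at an adjusted p of 0.01, 81.0% on log2(RPKM + 1), 79.9% on log2(RPKM + 0.1), 93.2% with the length trend removed and 84.7 to 93.7% with 1 library left out. The position of old reproducing females was 0.493 to 0.560 over other axes and filters, with exact permutation p from 0.0571 to 0.143. Leaving out 1 library gave 0.232, without old non-reproducing replicate 1, to 1.08, without old non-reproducing replicate 4. The last lies beyond the old non-reproducing mean. The cause was not tested, though with 3 libraries 1 of them alone sets the end of the axis. With 3 old non-reproducing libraries each is placed at exactly 1, so permutation tests on those fits decide nothing.

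Groups share replicate numbers in the labels, but the numbers did not pair the samples. Deviations from the group means correlated above 0.1 in 3 of 12 same-numbered pairs, and r ranged from -0.458 to 0.361 with a mean of -0.0667. With the replicate number as a block, 498 genes were called between old non-reproducing and young, 183 between old reproducing and young and 1 between the old groups, and the reversal share was 88.2%.

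For the genes described individually, 319 values were obtained under alternatives. Of these 274 kept their direction and an adjusted p under the threshold, 45 kept their direction only, and 0 changed direction. The 45 include a gene to which DESeq2 gave no adjusted p. The gene set tests and their alternatives were not run, since the sets rest on gene names. Depth limits what can be said of the 10469 gene models left untested for low counts.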

Other observations

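The splits of samples, the simulations, the thinning to equal depth, the test on spread and the tests on sets of 4 libraries were fixed before their outcomes were seen, while the tests on abundant genes, gene length and scaling in the old reproducing comparison, on gene models with proportional counts and on chance placement, and the counts of splits at an unadjusted p against young, were chosen afterwards.

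Of the 35 splits of the 8 old non-reproducing and young samples, 1, the real one, gave as many as 1317 called genes, and no other gave more than 11. Of the 35 splits of the 8 old reproducing and young samples, 1, the real one, gave as many as 316, and the others gave 0. At an unadjusted p under 0.05 the real split of old non-reproducing and young samples gave 3394 genes, which 1 of the 35, the real one, reached. For old reproducing and young samples 4 of the 35 reached the 1445 genes of the real split. The other three gave 1540, 1697 and 1945, so that number is not beyond what regrouping gives. The 1945 came from setting young replicates 2 and 4 with old reproducing replicates 1 and 3 against the rest. Between the old groups the real split gave 0 called genes, which each of the 35 splits matches by construction, so that count decides nothing. At the unadjusted threshold 3 of the 35 gave as many as the 886 genes of the real split. The other two gave 936 and 1665. The 1665 came from the exchange of old non-reproducing replicate 1 and old reproducing replicate 4, an exchange of labels that stays open, so these counts do not settle whether the 886 exceed what regrouping gives. For the reversal share, 1 of the 70 ways to assign the 8 old samples gave a share as high as 91.0%, the real one. The next highest share was 90.4% and the median 61.3%. Shared libraries alone reached 64.8% at most in the simulations, and for the correlation of the changes against young 0.540, both under the observed values. The regrouping, which keeps the real libraries, argues against chance as the whole source of the reversal share. The simulations drew genes independently, while real libraries varied together over many genes, so the simulated ranges are too narrow. They do not exclude shared libraries as a source of the share or the correlation. Whether the number of genes was inflated by reads counted in more than 1 gene model was tested by keeping 1 model of each of 711 sets with proportional counts, which left 1274 calls between old non-reproducing and young.

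Lower calls in old non-reproducing females depended on single libraries of both groups. There were 41 without old non-reproducing replicate 4, 64 without young replicate 2 and 81 without young replicate 4. They also moved without libraries outside this comparison, to 209, 213, 256 and 563 without old reproducing replicates 1 to 4. The fit to only the 8 libraries compared gave 57. A drop in lower calls alone therefore does not single out the library left out. For the difference between young libraries, depth is a possible explanation, since young replicates 1 and 3 had the fewest counts of their group. After all libraries were thinned to the lowest total there were 406 lower calls, and leaving out young replicate 2 cut them to 54, while leaving out young replicate 1 raised them to 755. That argues against depth as its source. When genes were chosen without a given young library, as called with a log2 fall of at least 1, the median log2 difference of the left-out library from the old non-reproducing mean was 0.82, 3.06, 0.36 and 2.33 for replicates 1 to 4 (764, 55, 1050 and 76 genes).

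Some of the spread between libraries crossed the groups. Of all 495 sets of 4 of the 12 libraries, the one with the most genes above the other 8 was not a group of the study. It was young replicates 2 and 4 with old reproducing replicates 1 and 3, in 755 genes, against 22.2 if the ranks of the libraries were random in every gene. The set with the next most genes above was old reproducing replicate 4 with old non-reproducing replicates 2 to 4, in 327 genes. That set lay below the other 8 in 202 genes. It would be the old non-reproducing group if the labels of 2 libraries were exchanged, which stays open. These counts do not tell an exchange from females that differed within their groups. The 4 young libraries lay above the other 8 in 57 genes and the 4 old non-reproducing libraries in 100. In the opposite direction the 4 young libraries lay below the other 8 in 559 genes, more than any other set, while the 4 old non-reproducing libraries did so in 75 genes, a number that 25 of the 495 sets reached. The 755 genes had a median mean of 1.99 CPM, against 9.48 CPM over all tested genes. They hold 202 of the 468 lower calls between old non-reproducing and young females (43.2%). The way the set was chosen favours this overlap, since young replicates 2 and 4 lie above every old non-reproducing library in it. Old reproducing replicates 1 and 3 also lie above those libraries in it by construction, which favours a place on the young side in the 99.6% reversal share of lower genes. The overlap is therefore no evidence on the source of the lower calls. The number stayed within 1.5 times of 755 after the length trend was removed (659), with 1 model per proportional set (748) and under other scalings (up to 951). The 4 libraries with the most counts lay above the other 8 in 10 genes. Length, multiple counting, scaling and depth are therefore argued against as its source. A candidate explanation is a state that females pass through irrespective of their group, such as a phase of the moult or brood cycle. The labels do not record such a phase and this was not tested. RNA from ovary or brood left in the somatic preparation also stays open, since the germline set could not be tested without gene names.

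The excess of higher over lower calls in old reproducing females, 308 to 8, was examined in the same way. Without the 10 most abundant genes 97.1% of the calls were higher, with the length trend removed 96.0%, and the lowest value over the other scalings was 96.2%, which argues against these as the source. At an unadjusted p under 0.05 the split was also uneven, 976 higher to 469 lower. A larger spread of the fallen genes among libraries was tested and stays open. Of the 1775 genes changed by at least 1 on the log2 scale, called or not, 42.5% were higher, and the median SD among young libraries was 1.39 log2 units in the lower and 0.58 in the higher ones. Choosing genes by their fitted change favours genes that vary among libraries, whatever the source of the excess, so these values decide nothing.

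Genes specific to old reproducing females were looked for as those with all 4 of its libraries above or below the other 8. There were 7 above and 8 below, and 332 and 333 of the 495 sets of 4 libraries gave as many, so the data hold no excess of such genes.

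Genes higher in old non-reproducing than in young females tended to share a contig and the number that follows it in the gene ID. The meaning of that number is not stated in the files. Among the 849 higher calls there were 611 pairs sharing both, against 408 on average when calls were permuted among genes of like abundance (permutation p = 0.001, the smallest that 1000 permutations give), which argues against chance placement. Overlapping gene models that count the same reads may contribute. With 1 model per proportional set the pairs were 1.42 times their permuted mean, against 1.497 with all models, and p was again the smallest possible. The bound of 1.5 set for this test was already met with all models, and models that overlap in part were not removed, so their contribution cannot be told apart from a grouping of changed genes along the genome.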
